A study of Mus musculus with 4 samples. Its data were reported in "Direct conversion of cardiac fibroblasts into endothelial-like cells using Sox17 and Erg" (2024).

How the data were processed

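Cardiac fibroblasts of neonatal mice that had received a control retrovirus, one for Etv2, or the pair for Sox17 and Erg were collected on day 3 and day 7. Per the labels, the cells of each condition were marked with a CellPlex tag (307 for control, 308 for Etv2, 309 for Sox17-Erg), and each day gave a gene expression and a tag library of the 10x 3′ v3.1 chemistry. A pair of replicate cultures per condition and day was pooled, so a condition has 1 value per day. The deposited values are raw UMI counts per feature and barcode, made by the authors with Cell Ranger (the multi pipeline in the study's methods, Cell Ranger 4 per the file headers) and neither normalised nor restricted to cells. Each day's table listed 32285 genes and 12 tags, over 2019673 barcodes on day 3 and 1889586 on day 7. It held 199353440 and 167207971 gene UMIs and 79080980 and 68273879 tag UMIs. The genome build and annotation behind the counts are not given in the sources used here. Of the gene IDs, 32158 (99.6%) were found in GENCODE M21 on GRCm38, from which positions and overlapping genes were taken by Ensembl ID.

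A barcode was called a cell when it held at least 0.1 times the 99th percentile of the UMI totals of the top 6000 barcodes, more than 200 genes and under 25% mitochondrial UMIs. The first condition came to 8843.6 UMIs on day 3 and 8366 on day 7. This gave 5790 and 5940 cells. The gene and mitochondrial limits are those of the study, and with these limits alone 12903 barcodes of at least 500 UMIs would have passed over both days. Tags were assigned by a Gaussian mixture of the log10 counts of the 3 tags, with 7 states (no tag, 3 single tags, 3 pairs) and 1 shared covariance. A cell was kept when 1 single-tag state had a posterior probability of at least 0.9. The use of a mixture and this probability were fixed in advance, but its form was chosen after the tag counts were seen and before gene counts by condition were viewed. Of 3 forms tried, a separate mixture for each tag was kept as an alternative, and a joint mixture with a free covariance for each state was dropped because its components drifted away from their states. On day 3 and day 7, 4625 (79.9%) and 4295 (72.3%) of the called cells had 1 tag, 84 (1.45%) and 54 (0.909%) had a pair of tags, 245 (4.23%) and 553 (9.31%) had no clear tag, and 836 (14.4%) and 1038 (17.5%) were unresolved. From the cells with a pair of tags, 49.9 and 31.6 doublets within a condition were expected to remain, or 1.08% and 0.735% of the cells kept. Cells with at least 2 UMIs of Xist and at least 2 of genes of the Y chromosome made up a larger part of the cells kept, namely 4.61%, 4.91% and 5.02% of control, Etv2 and Sox17-Erg cells on day 3 and 6.46%, 9.66% and 7.38% on day 7. Doublets of cells of different sex and free RNA both give such cells and were not told apart, so more doublets than expected from the tags can remain. Free RNA, estimated from Etv2 UMIs in control cells and the profile of barcodes with under 100 UMIs, made up 2.13% and 2.93% of the UMIs.

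UMIs were summed over the cells of a condition and day and given as CPM, scaled by the condition's total, with exact Poisson intervals at 95%. Conditions were compared by log2 ratios with a pseudocount of 1 CPM. Gene lists (fibroblast, endothelial, arterial, venous and immature, G2M, S and mural) were summarised by the median log2 ratio, with an interval from 200 Poisson redraws and a percentile among 10000 random lists of the same size matched on abundance. For shares of cells with a UMI and for phase scores, each cell was thinned at random to 10000 UMIs, cells with fewer were left out, and exact Clopper-Pearson intervals were taken. A share of 0 is given with the limit that 3 counts would set, unless a Clopper-Pearson limit is named. Phases were called with the scanpy scores of the S and G2M lists, and cells within 0.05 of the G2M score at which the call changes were counted. Correlations across genes used genes with 30 CPM in at least 1 condition, on both days for those between days, and 100 simulations of unchanged groups by Poisson draws from the control rates.

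Cells of both days were merged without batch integration, log normalised and clustered on 2000 variable genes, 30 principal components, 15 neighbours and a Leiden resolution of 0.6. A cluster was named after a cell type when at least 3 of its 10 leading genes, among genes with 30 CPM, were markers of that type from a fixed list and more than of any other type. The marker lists were fixed in advance, and the naming rule was set after the data were seen. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, umap-learn 0.5.12 and matplotlib 3.10.9.

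The genes named in the text follow a rule fixed in advance. They are the delivered factors, 17 genes that the study discusses, and for each contrast the 5 genes per direction with the largest log2 ratio, ranked by the smaller absolute value of the 2 days, among genes that go the same way on both days and reach 30 CPM in either condition on each day. Mitochondrial genes and the factors were left out of the ranking.

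The alternatives fixed in advance were a minimum of 1000 UMIs for cells, a mitochondrial limit of 10%, a tag rule by ratio (the first tag at least 5 times the next and at least 50 counts), removal of Scrublet calls, subtraction of free RNA, median-of-ratios size factors, equal weight per cell, a pseudocount of 0.1 CPM, a minimum of 5 CPM, cells thinned to 5000 UMIs or not thinned, Leiden resolutions of 0.3 and 1.0, clustering without the S and G2M lists, and control cells split at random between the contrasts. A separate mixture for each tag and the removal of macrophage-like and mesothelial-like cells were added after the data were seen.

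The procedure was tested on simulated data. In Poisson counts drawn at the real totals with 200 changed genes among 4795 on day 3 and 5444 on day 7, 200 of 200 had the right sign in each contrast with control. In simulated tag counts of 5790 and 5940 cells, 99.5% and 99.3% of the cells given 1 tag had the right one. Of the simulated cells with a pair of tags, 3.62% and 5.17% were given 1 tag. These counts were drawn from the fitted mixture itself, so they test the refit and not the errors of the real tags. The simulated tags were also clearer, with 5040 and 5268 cells given 1 tag against 4625 and 4295 in the data. No test between conditions was run, since cells of 1 pool are not replicates of a culture. Scrublet called 112 of 5790 cells on day 3 and 3 of 5940 on day 7, where it also called 0 of the 54 cells with a pair of tags, so its alternative was used for day 3 only. Pseudotime, the study's CUT&Tag and bulk RNA data and the libraries of adult cells were not analysed here.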

Results

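Single-cell RNA and multiplexing tags were measured in cultures of neonatal mouse cardiac fibroblasts that had been infected with a control retrovirus (control), with a retrovirus for Etv2, or with retroviruses for Sox17 and Erg together (Sox17-Erg). All of these factors are transcription factors of endothelial development. Cells were collected 3 and 7 days after infection. Each day formed 1 capture with 1 gene expression library and 1 tag library, in which the 3 conditions were told apart by a lipid-anchored oligonucleotide tag. A pair of cultures per condition and day had been pooled before capture, so each condition had 1 pool per day and no replicate value. The day 3 gene expression library held 199353440 UMIs (unique molecular identifiers, each counting 1 captured RNA molecule) and the day 7 library held 167207971. Of 5790 called cells on day 3, 4625 carried 1 tag, and of 5940 on day 7, 4295 did. On day 3 these were 803 control, 1811 Etv2 and 2011 Sox17-Erg cells, with total counts of 29239049, 55281079 and 69658740 UMIs and median counts of 31928, 26689 and 30829 UMIs per cell. On day 7 they were 914, 1335 and 2046 cells, with 19960580, 43763129 and 56298210 UMIs and medians of 19310.5, 27187 and 23917.5. The alternative that moved the cell counts most, a separate mixture model for each tag, left 846 Etv2 cells on day 7.

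No test was made between conditions, because 1 pool per condition gives no spread between cultures. The 95% intervals beside the values are exact Poisson intervals for CPM (UMIs of a gene scaled to a common total of UMIs per condition), exact Clopper-Pearson intervals for shares of cells, and intervals from Poisson redraws for medians of lists. They cover counting error only and not the variation between cultures. An alternative said to have moved a value most did so among the alternatives run for that value. The conditions of 1 day shared a capture, whereas the days were separate captures, so a difference between days cannot be told apart from a difference between captures. Positions are those of GENCODE M21 on GRCm38. The genome build behind the deposited counts is not given in the sources used here, and the gene IDs were matched by identifier.

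The abundance of the delivered factors was compared with the control cells of the same day to ask whether each pool held the factors it was given. UMIs near the 3′ end do not separate RNA of a delivered factor from that of the cell's own gene. How much of the RNA of a delivered construct is counted at all was not tested, so a low or falling value need not mean loss of the factor. The study reports that qPCR on leftover cells of its single-cell samples found Etv2, Sox17 and Erg overexpressed. Etv2 (ENSMUSG00000006311, chromosome 7, 30633616 to 30635852, minus strand) stood at 63.7 CPM (61.6 to 65.8) in Etv2 cells on day 3, against 1.27 CPM (0.891 to 1.74) in control cells and 1.42 CPM (1.16 to 1.73) in Sox17-Erg cells. On day 7 its values were 22.2 CPM (20.8 to 23.6), 0.301 CPM (0.110 to 0.654) and 0.337 CPM (0.203 to 0.527) in the same order. The log2 ratio of Etv2 cells to control cells, with 1 CPM added to each, was 4.83 on day 3 and 4.16 on day 7. Subtraction of the estimated free RNA gave 6.02 on day 3, but says little on this ratio because the free RNA share was itself estimated from the Etv2 UMIs of control cells. Among the other alternatives run for it, which did not include another pseudocount, leaving out macrophage-like and mesothelial-like cells, chosen after the data were seen, moved it most, to 4.47 on day 7. Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354, minus strand) stood at 9.46 CPM (8.75 to 10.2) in Sox17-Erg cells and 0.205 CPM (0.0753 to 0.447) in control cells on day 3, and at 3.93 CPM (3.43 to 4.48) and 0.902 CPM (0.534 to 1.43) on day 7. Erg (ENSMUSG00000040732, chromosome 16, 95359169 to 95586593, minus strand) stood at 1.68 CPM (1.24 to 2.22) in control, 10.7 CPM (9.83 to 11.6) in Etv2 and 51.6 CPM (49.9 to 53.3) in Sox17-Erg cells on day 3. On day 7 it stood at 1.75 CPM (1.22 to 2.44), 14.0 CPM (12.9 to 15.2) and 9.18 CPM (8.41 to 10.0), so that it was higher in Etv2 than in Sox17-Erg cells.

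The share of cells with an Etv2 UMI, at a fixed depth of 10000 UMIs per cell, was 43.7% of 1801 Etv2 cells on day 3 (41.4 to 46.0) and 19.6% of 1319 on day 7 (17.5 to 21.8). In control cells it was 1.25% (0.603 to 2.29) and 0.347% (0.0716 to 1.01). An Erg UMI was found in 30.6% of 2001 Sox17-Erg cells on day 3 (28.6 to 32.7) and in 6.45% of 2015 on day 7 (5.42 to 7.61), against 1.25% and 0.925% of the control cells. Macrophage-like cells, a cluster named by its marker genes, served as cells assumed to lack endothelial and factor genes, and this assumption was not tested. Of their 32 cells on day 3, 1 held an Etv2 UMI and 0 held an Erg UMI, which allows a share of up to 9.38%. Of 220 on day 7, Etv2 was seen in 1 and Erg in 2 cells. Before thinning, the median depth of the cells kept on day 3 was 29281.5 UMIs in macrophage-like cells, 31988 in control, 26732 in Etv2 and 30924 in Sox17-Erg cells, and on day 7 it was 24063.5, 20041, 27413 and 24107. Cells with under 10000 UMIs were left out of all shares at fixed depth, namely 5 control, 10 Etv2 and 10 Sox17-Erg cells on day 3 and 49, 16 and 31 on day 7.

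**Figure D1:**
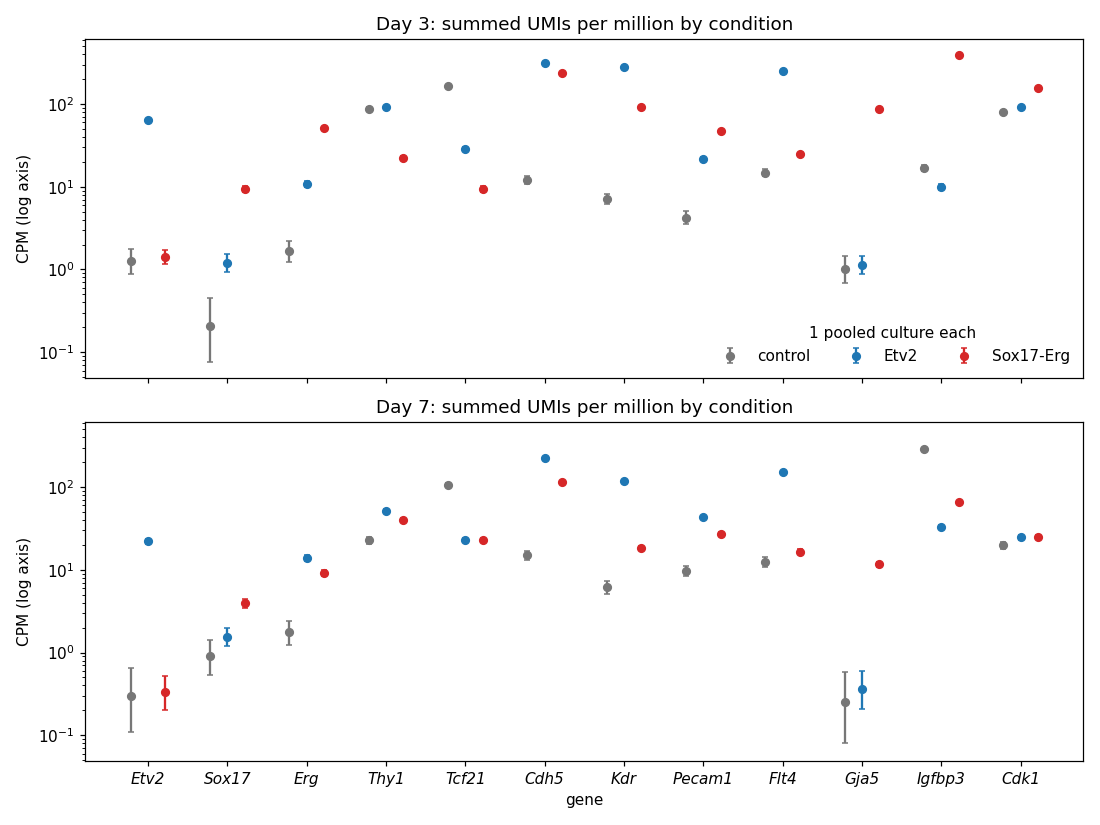
CPM on a log axis for 12 genes in control, Etv2 and Sox17-Erg cells on day 3 and day 7, with exact 95% Poisson intervals as bars. Each point is the sum over the cells of 1 pool, and Gja5 stood at 86.3 CPM in Sox17-Erg cells on day 3 against 1.14 CPM in Etv2 cells.

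Fibroblast and endothelial genes were compared with control to ask how far the fibroblast state was left and an endothelial state taken up. The study had itself named 2 of the 17 fibroblast genes, 5 of the 20 endothelial genes, 5 of the 15 arterial genes, 3 of the 12 venous and immature genes and 1 of the 52 G2M genes, so these members are not independent of its own results. The lists were summarised by the median log2 ratio of their genes, and a percentile is that of the median among 10000 random lists of the same size and similar abundance. In Etv2 cells on day 3, the 17 fibroblast genes had a median log2 ratio to control of -2.27 (-2.30 to -2.19), with 16 genes lower. In Sox17-Erg cells it was -1.30 (-1.37 to -1.28), also with 16 lower. On day 7 the median was -1.24 (-1.28 to -1.18) in Etv2 cells. In Sox17-Erg cells on day 7 the median of 0.41 (0.28 to 0.50) and the mean of -0.33 differed in sign, with 10 genes higher and 7 lower. This value moved most when macrophage-like and mesothelial-like cells were left out, an alternative chosen after seeing the data, and then stood at -0.010. The 20 endothelial genes had medians of 3.65 (3.51 to 3.74) in Etv2 cells and 1.66 (1.60 to 1.81) in Sox17-Erg cells on day 3, and of 2.93 (2.77 to 3.12) and 0.76 (0.67 to 0.89) on day 7. Of these genes, 17 and 18 were higher than in control on day 3, and 19 and 15 on day 7. Of these 8 medians, 7 lay above or below all random lists, and the fibroblast median of Sox17-Erg cells on day 7 lay at percentile 99.92. The alternative that moved the endothelial median most was the mean of CPM per cell, which gave 1.29 for Sox17-Erg cells on day 7. Scaling by median-of-ratios size factors in place of total UMIs shifted the median of all genes with 30 CPM in the Sox17-Erg to control contrast by -0.11 on day 3 and by 0.17 on day 7, and in the Sox17-Erg to Etv2 contrast on day 7 by 0.14. With these size factors the endothelial median of Sox17-Erg cells on day 7 was 0.93 and the fibroblast median was 0.58.

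Between the cocktails, the fibroblast median in Sox17-Erg relative to Etv2 cells was 0.34 (0.28 to 0.39) on day 3 and 1.03 (1.01 to 1.04) on day 7, and the endothelial median was -1.67 (-1.70 to -1.64) and -1.89 (-1.96 to -1.82). Among single genes, Tcf21 (ENSMUSG00000045680) fell from 164.6 CPM in control to 29.0 CPM in Etv2 and 9.42 CPM in Sox17-Erg cells on day 3, and from 106.7 to 23.0 and 22.8 CPM on day 7. Thy1 (ENSMUSG00000032011) stood at 87.3, 92.4 and 22.1 CPM in control, Etv2 and Sox17-Erg cells on day 3 and at 22.7, 51.8 and 40.6 CPM on day 7. The difference of Thy1 between Etv2 and control cells on day 3, a log2 ratio of 0.08, changed sign with equal weight per cell and without the macrophage-like and mesothelial-like cells. Cdh5 (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511, plus strand) stood at 12.1 CPM (10.8 to 13.4), 317.0 CPM (312.3 to 321.7) and 239.5 CPM (235.9 to 243.2) on day 3 and at 14.9, 223.1 and 114.4 CPM on day 7. Kdr (ENSMUSG00000062960) stood at 7.18, 277.4 and 91.2 CPM on day 3 and at 6.16, 118.0 and 18.4 CPM on day 7. Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628, minus strand) stood at 4.24, 21.5 and 46.6 CPM on day 3 and at 9.67, 43.2 and 27.0 CPM on day 7. Emcn (ENSMUSG00000054690) stood at 29.7, 961.6 and 277.0 CPM on day 3 and at 30.3, 588.6 and 86.2 CPM on day 7. Cav1 (ENSMUSG00000007655) stood at 107.5, 40.1 and 548.3 CPM on day 3 and at 53.7, 128.2 and 223.5 CPM on day 7. Its day 7 log2 ratio of Etv2 to control cells, 1.24, was -0.53 without macrophage-like and mesothelial-like cells.

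**Figure D2:**
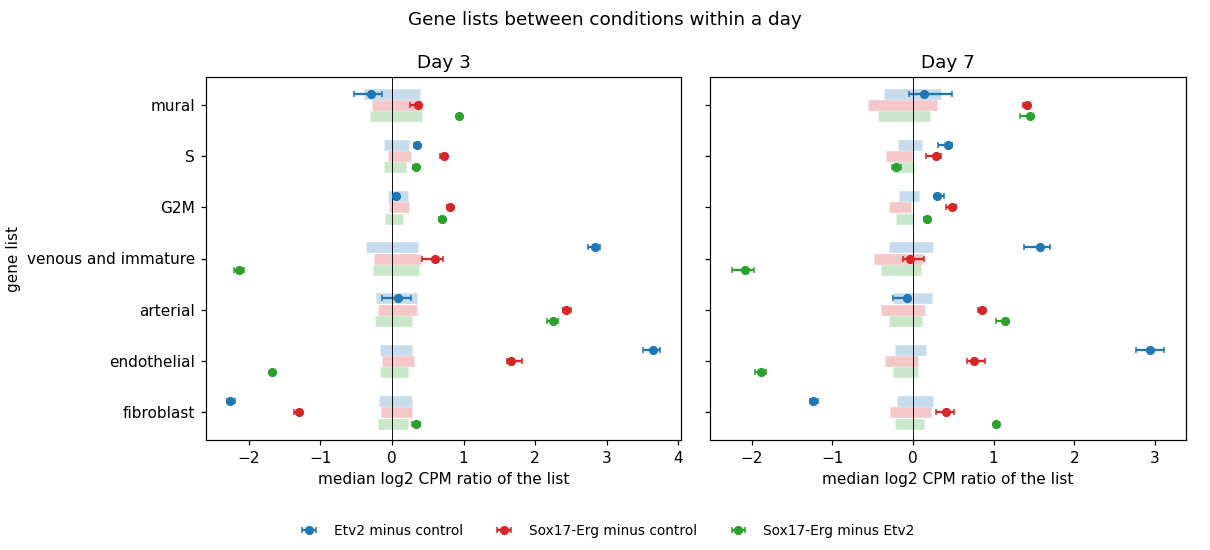
Median log2 ratio of each gene list for Etv2 against control, Sox17-Erg against control and Sox17-Erg against Etv2 on day 3 and day 7, with 95% intervals from Poisson redraws as bars and the central 95% of the medians of 10000 random matched lists as bands. The endothelial median was 3.65 in Etv2 and 1.66 in Sox17-Erg cells relative to control on day 3.

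Cells with UMIs of both Cdh5 and Pecam1 were counted at 10000 UMIs per cell to ask what part of each pool expressed a pair of endothelial junction genes. On day 3 they were 7 of 798 control cells (0.877%, 0.353 to 1.80), 206 of 1801 Etv2 cells (11.4%, 10.0 to 12.999) and 419 of 2001 Sox17-Erg cells (20.9%, 19.2 to 22.8). On day 7 they were 8 of 865 control cells (0.925%, 0.400 to 1.81), 145 of 1319 Etv2 cells (10.99%, 9.36 to 12.8) and 221 of 2015 Sox17-Erg cells (10.97%, 9.64 to 12.4), so that no difference between the cocktails was detectable at this depth on day 7. Of the macrophage-like cells 0 of 32 on day 3 and 0 of 220 on day 7 held both genes, which allows shares of up to 9.38% and 1.36%. Single genes were seen in them, with Cdh5 in 3 and Pecam1 in 3 of the 32 cells and in 5 and 1 of the 220. They are thus an imperfect background. The share with both genes depends on depth. At 5000 UMIs per cell it was 8.31% in Etv2 and 6.21% in Sox17-Erg cells on day 7. Without thinning, the alternative that moved it most, it was 1.87%, 17.4% and 37.1% in control, Etv2 and Sox17-Erg cells on day 3 and 0.985%, 13.3% and 17.1% on day 7, with 1 of 32 and 0 of 225 macrophage-like cells.

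**Figure D3:**
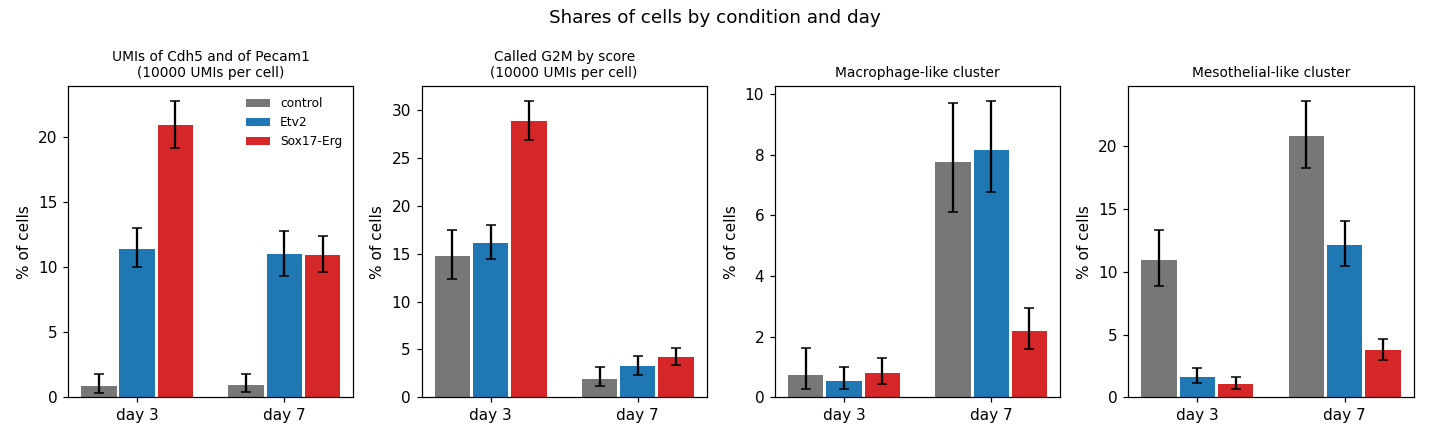
Percent of cells in control, Etv2 and Sox17-Erg pools on day 3 and day 7 that held UMIs of both Cdh5 and Pecam1 or received a G2M phase call, each cell at 10000 UMIs, with exact 95% Clopper-Pearson intervals as bars. On day 3 the share with both genes was 11.4% in Etv2 and 20.9% in Sox17-Erg cells.

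Arterial genes and genes of venous or immature endothelium were compared between the cocktails to ask which kind of endothelial expression each gave. The 15 arterial genes had a median log2 ratio of Sox17-Erg to Etv2 cells of 2.25 (2.17 to 2.32) on day 3 and 1.14 (1.03 to 1.17) on day 7, with 14 genes higher on each day. A pseudocount of 0.1 CPM moved this median most, to 2.86 on day 3. Relative to control, the arterial median was 0.08 (-0.14 to 0.26) in Etv2 cells and 2.43 (2.38 to 2.51) in Sox17-Erg cells on day 3, and -0.07 (-0.25 to -0.03) and 0.85 (0.81 to 0.90) on day 7. The Etv2 medians lay at percentiles 53.98 and 27.35 of the random lists. The 12 venous and immature genes had a median log2 ratio of Sox17-Erg to Etv2 cells of -2.13 (-2.21 to -2.07) on day 3, with 12 genes lower, and of -2.09 (-2.25 to -1.97) on day 7, with 11 lower. Relative to control their median was 2.84 (2.73 to 2.91) in Etv2 and 0.60 (0.42 to 0.71) in Sox17-Erg cells on day 3, and 1.58 (1.37 to 1.69) and -0.04 (-0.13 to 0.13) on day 7. A pseudocount of 0.1 CPM moved the contrast between the cocktails most, to -2.77 on day 7.

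Gja5 (ENSMUSG00000057123, chromosome 3, 96904693 to 97077416, plus strand), which encodes an arterial connexin, stood at 1.03 CPM (0.692 to 1.46) in control, 1.14 CPM (0.876 to 1.46) in Etv2 and 86.3 CPM (84.1 to 88.5) in Sox17-Erg cells on day 3. On day 7 it stood at 0.250 CPM (0.0813 to 0.585), 0.366 CPM (0.209 to 0.594) and 11.7 CPM (10.8 to 12.6). The log2 ratio of Sox17-Erg to Etv2 cells was 5.35 on day 3 and 3.21 on day 7, and a pseudocount of 0.1 CPM moved it to 4.66 on day 7. A Gja5 UMI was found in 33.9% of Sox17-Erg cells on day 3 (31.8 to 36.0) and 6.65% on day 7 (5.60 to 7.83), in 0.999% and 0.152% of Etv2 cells, and in 0 macrophage-like cells on either day. Flt4 (ENSMUSG00000020357, chromosome 11, 49609263 to 49652739, plus strand), which encodes a receptor of lymphatic and immature endothelium, stood at 14.8, 248.9 and 24.6 CPM in control, Etv2 and Sox17-Erg cells on day 3 and at 12.5, 154.4 and 16.6 CPM on day 7. Its log2 ratio of Sox17-Erg to Etv2 cells was -3.28 and -3.14. In Sox17-Erg relative to Etv2 cells, log2 ratios on day 3 and day 7 were 2.78 and 0.69 for Dll4 (ENSMUSG00000027314), 2.09 and 1.54 for Hey1 (ENSMUSG00000040289), 5.16 and 0.99 for Igfbp3 (ENSMUSG00000020427) and 2.14 and 2.99 for Slit2 (ENSMUSG00000031558). They were -1.59 and -1.19 for Nr2f2 (ENSMUSG00000030551), -2.32 and -0.34 for Vwf (ENSMUSG00000001930) and -3.92 and -4.22 for Hpgd (ENSMUSG00000031613). Igfbp3 stood at 16.9, 10.04 and 394.4 CPM in control, Etv2 and Sox17-Erg cells on day 3 and at 290.3, 32.8 and 66.3 CPM on day 7. The log2 ratio of Hpgd in Sox17-Erg relative to control cells on day 3, -0.32, was 1.67 without macrophage-like and mesothelial-like cells. That of Nr2f2 on day 7, -0.10, was 0.070 with size factors. Hpgd and Slit2 overlap other annotated genes on the same strand, so part of their UMIs has an uncertain origin.

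Genes of the cell cycle were compared with control to ask whether the cocktails differed in proliferation. The 52 G2M genes had a median log2 ratio to control of 0.05 (0.04 to 0.10) in Etv2 cells and 0.81 (0.77 to 0.84) in Sox17-Erg cells on day 3, and of 0.30 (0.27 to 0.38) and 0.48 (0.41 to 0.53) on day 7. The Etv2 median on day 3 lay at percentile 34.85 of the random lists. With CPM scaling, 52 of the 52 genes were higher in Sox17-Erg than in control cells on day 3. Leaving out macrophage-like and mesothelial-like cells moved the Sox17-Erg median on day 7 most, to 0.72, and the Etv2 median on day 7 to 0.072. The 42 S phase genes had medians of 0.35 (0.31 to 0.38) and 0.72 (0.67 to 0.77) on day 3 and of 0.43 (0.31 to 0.49) and 0.29 (0.16 to 0.34) on day 7. In Sox17-Erg relative to Etv2 cells the G2M median was 0.70 (0.66 to 0.74) on day 3 and 0.18 (0.13 to 0.22) on day 7, and the S median was 0.33 (0.29 to 0.37) and -0.21 (-0.26 to -0.15). The S median on day 7 was 0.040 without macrophage-like and mesothelial-like cells. Cdk1 (ENSMUSG00000019942) stood at 79.8, 91.6 and 156.8 CPM in control, Etv2 and Sox17-Erg cells on day 3 and at 19.8, 24.7 and 25.3 CPM on day 7. A G2M phase call by score at 10000 UMIs was made for 14.8% of control cells (12.4 to 17.4), 16.2% of Etv2 cells (14.5 to 17.9) and 28.9% of Sox17-Erg cells (26.9 to 30.9) on day 3, with 15, 54 and 109 cells within 0.05 of the score at which the call changes. On day 7 it was made for 1.97% (1.15 to 3.13), 3.26% (2.37 to 4.37) and 4.17% (3.34 to 5.14), with 2, 12 and 9 such cells. Among macrophage-like cells 21.9% of 32 and 11.4% of 220 received the call. A Cdk1 UMI was found in 34.4% and 29.5% of them, against 26.9% and 10.4% of control cells, so they are no background for this call. Unthinned shares of the G2M call were 15.4%, 15.9% and 29.0% in control, Etv2 and Sox17-Erg cells on day 3 and 1.86%, 3.45% and 4.20% on day 7. Phase calls alone do not show cycling, and free RNA of cycling cells remains open as a part of them.

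The 9 genes of the mural list, which marks pericytes and smooth muscle, had a median log2 ratio to control of -0.29 (-0.54 to -0.14) in Etv2 cells on day 3, where the mean of 0.27 had the other sign, and of 0.36 (0.26 to 0.39) in Sox17-Erg cells. On day 7 the medians were 0.14 (-0.06 to 0.48) and 1.41 (1.36 to 1.45). Between the cocktails they were 0.94 (0.91 to 0.96) on day 3 and 1.45 (1.33 to 1.48) on day 7.

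Clustering of the 8920 cells of both days without batch integration gave 15 clusters. In 10 of them at least 90% of the cells came from 1 condition, namely 1 cluster for control, 4 for Etv2 and 5 for Sox17-Erg. With 1 pool per condition, a cell type and a property of the pool cannot be told apart in such a cluster. The counts of such clusters changed with the resolution, with fewer at 0.3 and more at 1.0. At 0.3 the cluster with most of the day 7 control cells had 87.8% of its cells from control. A rule on marker genes named 1 macrophage-like cluster with 257 cells, 1 mesothelial-like cluster with 569 cells and 2 cycling-like clusters, and left 11 unnamed. Macrophage-like cells made up 0.747% of control, 0.552% of Etv2 and 0.796% of Sox17-Erg cells on day 3, and 7.77% (6.12 to 9.70), 8.16% (6.75 to 9.76) and 2.20% (1.61 to 2.93) on day 7. A separate mixture model for each tag moved these shares most, to 4.19%, 4.49% and 1.44% on day 7. Mesothelial-like cells made up 10.96% (8.88 to 13.3), 1.66% (1.12 to 2.36) and 1.09% (0.687 to 1.65) on day 3 and 20.8% (18.2 to 23.6), 12.1% (10.4 to 14.0) and 3.76% (2.98 to 4.68) on day 7. The clustering used all variable genes, so a cell whose expression changed under a factor can leave its cluster, and these shares do not separate such a change from a change in cell number.

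Across genes, the log2 ratios of day 3 and day 7 were correlated to ask how far the captures gave the same differences. Over 5337 genes with 30 CPM in at least 1 condition on each day, Pearson's r was 0.771 for Etv2 against control, 0.658 for Sox17-Erg against control and 0.823 for Sox17-Erg against Etv2, with Spearman's rho of 0.605, 0.539 and 0.711. Genes are not independent replicates, so no p was computed. Keeping genes with 5 CPM, the alternative that moved the contrast between the cocktails most, gave r of 0.774. Within a day the ratios of Etv2 and of Sox17-Erg cells to control had r of 0.506 over 5881 genes on day 3 and 0.509 over 6018 genes on day 7. These ratios share their control cells, and simulated groups without any change gave a median r of 0.679 on day 3 and 0.711 on day 7 from this sharing alone. When the control cells were split at random so that each contrast had its own, r was 0.497 and 0.487, where simulated groups without change gave 0.000683 (-0.0331 to 0.0503) and -0.00399 (-0.0328 to 0.0267). The split removes shared counting noise only. Each part came from the same control pool, so a deviation of that pool still enters each contrast. The simulation held no variation between pools, so these r values do not measure a shared effect of the cocktails alone.

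Genes with the largest changes of the same sign on both days were picked by a rule fixed in advance from the genes with 30 CPM in a compared condition, without the delivered factors. Of 3623 genes ranked in Etv2 relative to control cells, the first 5 higher ones were Clec1b (ENSMUSG00000030159, chromosome 6, 129397297 to 129409335, plus strand), Gm29904 (ENSMUSG00000116299), Galnt18 (ENSMUSG00000038296), St6galnac3 (ENSMUSG00000052544) and Fam167b (ENSMUSG00000050493). Clec1b had log2 ratios of 5.70 on day 3 and 5.41 on day 7. The other 4 lay between 5.07 for St6galnac3 and 5.98 for Gm29904 on day 3 and between 4.71 for Fam167b and 5.36 for Gm29904 on day 7. The first 5 lower ones were Slc38a5 (ENSMUSG00000031170, chromosome X, 8271133 to 8280179, plus strand) with -3.97 and -5.15, Ccn5 (ENSMUSG00000027656), Htra3 (ENSMUSG00000029096), Prelp (ENSMUSG00000041577) and Gsn (ENSMUSG00000026879). The last 4 ranged from -5.08 for Htra3 to -3.03 for Gsn on day 3 and from -3.65 for Ccn5 to -3.01 for Gsn on day 7. Clec1b overlaps Clec9a on the same strand, and St6galnac3 and Gsn also overlap other genes on their strand, so the assignment of their UMIs is uncertain.

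Of 3264 genes ranked in Sox17-Erg relative to control cells, the first 5 higher ones were Magix (ENSMUSG00000031147, chromosome X, 7673164 to 7681251, minus strand) with 5.06 on day 3 and 4.25 on day 7, Slc35f1 (ENSMUSG00000038602), Gna14 (ENSMUSG00000024697, chromosome 19, 16435762 to 16610820, plus strand), Pdgfb (ENSMUSG00000000489) and Rims1 (ENSMUSG00000041670). The last 4 ranged from 3.26 for Rims1 to 5.78 for Slc35f1 on day 3 and from 3.58 for Rims1 to 4.21 for Slc35f1 on day 7. The first 5 lower ones were Slc38a5 with -5.47 and -6.00, Htra3, Spon1 (ENSMUSG00000038156), Dpt (ENSMUSG00000026574) and Smoc2 (ENSMUSG00000023886). Among the last 4, Htra3 had -4.44 and -4.58 and Smoc2 had -3.35 and -3.22. Slc38a5 and Htra3 were thus among the first 5 lower genes in each cocktail. Of 3717 genes ranked in Sox17-Erg relative to Etv2 cells, the first 5 higher ones were Gna14 with 4.13 and 4.84, Magix with 4.11 and 4.33, Slc35f1, Pcyt1b (ENSMUSG00000035246) and Nalcn (ENSMUSG00000000197), and the first 5 lower ones were Clec1b with -5.20 and -5.12, Gpihbp1 (ENSMUSG00000022579), Gimap6 (ENSMUSG00000047867), Gpr182 (ENSMUSG00000058396) and Lingo2 (ENSMUSG00000045083). Slc35f1, Pdgfb, Nalcn and Lingo2 overlap other genes on their strand, and Gimap6 belongs to a family of similar genes. With a minimum of 5 CPM in place of 30, the first 5 higher genes in Sox17-Erg relative to control cells became Nppa (ENSMUSG00000041616), Magix, Slc35f1, Gna14 and Cdh6 (ENSMUSG00000039385), and the first 5 lower ones stayed the same. In Sox17-Erg relative to Etv2 cells, Kcnb2 (ENSMUSG00000092083) entered the first 5 higher genes in place of Nalcn, and S100a8 (ENSMUSG00000056054) entered the first 5 lower genes in place of Lingo2. The first 5 in either direction of the Etv2 to control contrast stayed the same.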

Values the study reported

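For the libraries of both days together, the study reports 10,023 cells that passed its tag assignment and quality limits. It describes 4 clusters tied to Etv2 and 5 tied to Sox17-Erg. The counts of clusters found here depended on the resolution, so equal counts are no independent support. By flow cytometry on day 7, a protein measurement, the study gives averages of 12.57% of Sox17-Erg cells, 4.03% of Etv2 cells and 0.76% of control cells as positive for both PECAM1 and CDH5.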

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

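Of the tests in this part, those on the fibroblast list without the macrophage-like and mesothelial-like cells and with size factors, the tests on Cav1, and that on Igfbp3 in free RNA were chosen only after the results were seen. The removal of these cells as a setting was itself chosen after the data were seen. The use of the clusters for Erg and for the control cells was also chosen after the results were seen. In 9 comparisons the ratio pointed one way on day 3 and the other way on day 7, with counting intervals that excluded 0 on both days. Ratios that changed sign with an interval reaching 0 on either day are not among them. The difference between the days was not tested in any of them, because each condition has 1 pool per day, and it is confounded with the capture. A change in the cultures between the days remains open for each as an untested biological explanation.

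The fibroblast list in Sox17-Erg relative to control cells moved from -1.30 on day 3 to 0.41 on day 7, a difference of 1.71. Scaling by total UMIs was argued against as the cause, since size factors left the day 7 median at 0.58, and so was free RNA, whose subtraction left it at 0.42. Without macrophage-like and mesothelial-like cells the day 7 median was -0.010. A larger share of these cells in the control pool may therefore account for the positive day 7 value, while the distance to the day 3 median, which was -1.43 without them, remains. Thy1, a member of the list, moved from -1.93 to 0.81, a difference of 2.74, and stayed at 0.82 on day 7 without these cells, which argues against them as the cause for this gene. Control cells changed clusters between the days. 1 cluster held 555 control cells on day 3 and 24 on day 7, and another held 0 and 508. The first held 221 and 250 Etv2 cells on these days, so Etv2 cells did not leave it in the same way. The control reference thus differed between the captures. Whether this arose in the cultures or in the captures, and its part in the sign changes, was not tested.

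Igfbp3 in Sox17-Erg relative to control cells moved from 4.46 to -2.11, a difference of -6.58. Without macrophage-like and mesothelial-like cells it was -2.51 on day 7. Free RNA held 71.3 CPM of Igfbp3 on day 7 against 290.3 CPM in control cells, too little to raise the control level. Both tests argue against these technical explanations of the lower day 7 ratio. Its rise in the control pool between the captures, from 16.9 to 290.3 CPM, remains open.

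Cav1 in Etv2 relative to control cells moved from -1.40 to 1.24, a difference of 2.64. Without macrophage-like and mesothelial-like cells the day 7 ratio was -0.53 and the day 3 ratio was -0.54, so the positive day 7 value lay in these cells. A different share of them in the pools was argued against for the day 7 value, which was 1.39 with the control cells weighted to the shares of the Etv2 pool. Mesothelial-like cells held 570.3 CPM (554.5 to 586.4) of Cav1 in the Etv2 pool and 141.5 CPM (131.2 to 152.4) in the control pool on day 7. They made up 12.1% of the Etv2 cells against 20.8% of the control cells. Their order was the other way on day 3, with 360.6 CPM (331.0 to 392.1) in the Etv2 and 584.9 CPM (559.3 to 611.3) in the control pool. Those of the Sox17-Erg pool held 604.0 CPM on day 7, so the control pool was the low one on that day. On day 3 the share may account for part of the lower ratio, since it was -0.58 with the same weighting and mesothelial-like cells made up 1.66% of the Etv2 pool and 10.96% of the control pool. Why Cav1 differed within these cells, including whether they are the same kind of cell in both pools, was not tested. For Nr2f2 in Sox17-Erg relative to control cells, from 1.31 to -0.10 with a difference of -1.41, the day 7 value was 0.070 with size factors and -0.30 without those cells, so its sign on day 7 depended on the setting.

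The S list in Sox17-Erg relative to Etv2 cells moved from 0.33 to -0.21, a difference of -0.54. The day 7 median lay at percentile 7.73 of the random lists, whose central 95% ran from -0.25 to 0.011, so it was not beyond that of matched genes. It was 0.040 without macrophage-like and mesothelial-like cells and -0.085 with size factors, so its sign and size depended on the cells counted and on the scaling. Pecam1 in Sox17-Erg relative to Etv2 cells moved from 1.08 to -0.66, a difference of -1.74, and stayed below 0 on day 7 without them. Slit2 in Etv2 relative to control cells moved from 0.29 to -0.26, a difference of -0.55, and was -0.27 on day 7 without them. The removal of these cells thus left the signs of Pecam1 and Slit2 in place.

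Erg in Sox17-Erg relative to Etv2 cells moved from 2.17 to -0.56, a difference of -2.73. In Sox17-Erg cells Erg fell from 51.6 CPM on day 3 to 9.18 CPM on day 7. Among the Sox17-Erg cells with an Erg UMI in a second random thinning to 10000 UMIs, 37.4% (29.1 to 46.3) held more than 1 on day 7, and 39.4% (35.6 to 43.3) did on day 3. A lower level in every cell would have lowered this share, so it left open that cells without the factors took a larger part by day 7. Such cells, if they kept control expression, would cluster with control cells. Yet on day 7 the cluster with 508 control cells held 4 Sox17-Erg cells. The clusters with 844 and 801 Sox17-Erg cells held 3 and 11 control cells. The mesothelial-like and macrophage-like clusters were shared, with 77 and 45 Sox17-Erg cells. This argues against cells with control expression as most of the day 7 pool. Loss of the factors in most cells, all or none, would also leave the share with more than 1 Erg UMI in place. UMIs of the delivered and the cell's own Erg were not separated, so such a loss stays open.

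Tags that no condition carried held 3160 UMIs on day 3 and 2320 on day 7, or 0.0040% and 0.0034% of the tag UMIs, in data outside the comparisons. Nearly all of these belonged to 2 of the 9 unused tags, which held 3037 and 2209. On day 3, 39.6% of the UMIs of these 2 tags lay in called cells, against 23.0% for the tags in use, and on day 7 47.0% against 26.8%. This argues against spill-over in proportion to the tags in use. Other technical sources, such as an impurity of the tag reagents, were not tested, and no biological explanation was tested.

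Called cells with no clear or an unresolved tag were left out of the comparisons, yet held Etv2 at 30.1 CPM (28.2 to 32.2) in 1081 cells on day 3 and 12.4 CPM (11.3 to 13.7) in 1591 cells on day 7, above the 1.27 and 0.301 CPM of control cells. Cells with 1 tag, over all conditions, had 23.7 and 8.30 CPM. Macrophage markers stood at 440.0 CPM in the cells without a resolved tag and at 1485 CPM in cells with 1 tag on day 7, and at 69.8 and 210.0 CPM on day 3. This does not bear on the Etv2 level, since macrophage-like cells held almost no Etv2 UMIs, and weak labelling of other cell types was not tested. It remains open, as does a mixture of all conditions among these cells.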

How the results depend on the processing

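The separate mixture for each tag and the removal of macrophage-like and mesothelial-like cells were chosen only after the data were seen, and the other alternatives were fixed before the data were examined. A value counts as moved when it lay outside the counting interval of the reported value, or for counts of cells beyond a wider limit set in advance, and the cause was not tested unless one is given. No paired analysis was possible because the cultures of a condition were pooled before capture, and for the same reason leaving out each culture in turn was ruled out.

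Values that answer a comparison kept within their intervals in 56 of 56 cases with a minimum of 1000 UMIs per cell, in 56 of 56 with a mitochondrial limit of 10%, and in 12 of 12 each with Leiden resolutions of 0.3 and 1.0 and with clustering without the S and G2M lists. These 12 were shares of macrophage-like and mesothelial-like cells, and the number of clusters tied to 1 condition was not among them. Under the tag rule by ratio 54 stayed within and 2 moved, namely the fibroblast median of Sox17-Erg against control on day 3 to -1.25 and the share of Etv2 cells with Cdh5 and Pecam1 on day 3 to 9.99%. Removal of Scrublet calls, on day 3, left 20 within and moved Flt4 in Sox17-Erg against Etv2 to -3.35 and the endothelial median of Etv2 against control to 3.78.

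With a separate mixture for each tag, 46 stayed within. Etv2 cells on day 7 numbered 846 in place of 1335, and those on day 3, within the limit for counts, 1292 in place of 1811. In Sox17-Erg against Etv2, Flt4 on day 3 was -3.21, Gja5 on day 7 was 3.48 and the venous and immature median on day 3 was -2.05. The fibroblast median on day 3 was -2.16 for Etv2 and -1.25 for Sox17-Erg against control. The share of Etv2 cells with Cdh5 and Pecam1 on day 3 was 9.65%, and the macrophage-like shares on day 7 were 4.19% in control, 4.49% in Etv2 and 1.44% in Sox17-Erg cells.

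With equal weight per cell, 7 stayed within. In Sox17-Erg against Etv2, Flt4 was -3.40 on day 3 and -3.30 on day 7, Gja5 on day 3 was 5.58, the arterial median on day 3 was 2.32 and the venous and immature median on day 3 was -1.999. Against control, the G2M median on day 7 was 0.50 for Etv2 and 0.60 for Sox17-Erg, the endothelial median was 3.87 and 3.33 for Etv2 and 1.91 and 1.29 for Sox17-Erg on day 3 and day 7, and the fibroblast median on day 3 was -2.50 for Etv2 and -1.55 for Sox17-Erg. Thy1 in Etv2 against control on day 3 reversed from 0.08 to -0.026.

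With free RNA subtracted, 10 stayed within. Against control, Etv2 in Etv2 cells was 6.02 on day 3 and 4.56 on day 7, which follows by construction because the free RNA share was estimated from the Etv2 UMIs of control cells. On day 3 Erg and Sox17 in Sox17-Erg cells were 4.73 and 3.36. By construction the subtraction lowers the control level of genes that other cells of the capture express strongly. In Sox17-Erg against Etv2, Flt4 was -3.42 and -3.28 on day 3 and day 7, Gja5 on day 3 was 6.02 and the arterial median on day 3 was 2.36. The endothelial median on day 3 was 3.84 for Etv2 and 1.95 for Sox17-Erg against control, and 0.93 for Sox17-Erg on day 7. The fibroblast median of Etv2 against control on day 3 was -2.34.

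With size factors, 13 stayed within. In Sox17-Erg against Etv2, Flt4 was -3.36 on day 3 and -3.001 on day 7, and the arterial median on day 7 was 1.28. Against control, the G2M median was 0.022 for Etv2 on day 3 and 0.71 and 0.63 for Sox17-Erg on day 3 and day 7, the endothelial median of Sox17-Erg was 1.59 and 0.93, and the fibroblast median of Sox17-Erg was -1.41 and 0.58. The correlation of the ratios to shared control cells was 0.512 on day 3 and 0.504 on day 7. Nr2f2 in Sox17-Erg against control on day 7 reversed from -0.10 to 0.070.

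With a pseudocount of 0.1 CPM, 9 stayed within. In Sox17-Erg against Etv2 on day 3 and day 7, Gja5 was 6.12 and 4.66, the arterial median 2.86 and 1.18, and the venous and immature median -2.40 and -2.77. Against control, the endothelial median was 3.90 and 3.15 for Etv2 and 2.02 for Sox17-Erg on day 3. By construction a smaller pseudocount widens ratios of genes near 0 CPM. The correlation between days for Etv2 against control was 0.775, and that of the ratios to shared control cells 0.509 on day 3 and 0.503 on day 7.

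With genes of 5 CPM, the correlations between days were 0.733 for Etv2 against control, 0.622 for Sox17-Erg against control and 0.774 for Sox17-Erg against Etv2, and those of the ratios to shared control cells were 0.495 and 0.489. With control cells split at random between the contrasts the latter were 0.497 and 0.487, which by construction removes the shared counting noise.

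The share of cells with Cdh5 and Pecam1 moved with depth, by construction of the thinning. Not thinned, it was 1.87% in control, 17.4% in Etv2 and 37.1% in Sox17-Erg cells on day 3, and 13.3% in Etv2 and 17.1% in Sox17-Erg cells on day 7, with 7 other values within. Thinned to 5000 UMIs it was 7.34% and 14.0% in Etv2 and Sox17-Erg cells on day 3 and 8.31% and 6.21% on day 7, with 8 other values within. The order of the cocktails on day 7 thus differed with depth.

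Without macrophage-like and mesothelial-like cells, 23 stayed within. In Sox17-Erg against Etv2 on day 7, Flt4 was -3.52 and the venous and immature median -2.41. The G2M median against control was 0.13 and 0.072 for Etv2 and 0.86 and 0.72 for Sox17-Erg on day 3 and day 7, the endothelial median on day 3 was 3.87 for Etv2 and 1.82 for Sox17-Erg, and the fibroblast median on day 3 was -2.31 and -1.43. Etv2 in Etv2 cells against control on day 7 was 4.47. The share with Cdh5 and Pecam1 in Etv2 cells on day 7 was 13.05%, and G2M calls on day 7 were 0.987% in control and 2.29% in Etv2 cells. The correlations between days were 0.816, 0.670 and 0.845, and those of the ratios to shared control cells 0.532 and 0.545. The fibroblast median of Sox17-Erg against control on day 7 reversed from 0.41 to -0.010, the S median of Sox17-Erg against Etv2 on day 7 from -0.21 to 0.040, Cav1 in Etv2 against control on day 7 from 1.24 to -0.53, Hpgd in Sox17-Erg against control on day 3 from -0.32 to 1.67, and Thy1 in Etv2 against control on day 3 from 0.08 to -0.047.

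Among the other values of single genes and lists, those that moved without a change of sign numbered 32 with a mixture for each tag, 15 with Scrublet, 2 with 1000 UMIs, 70 with equal weight, 39 with free RNA subtracted, 48 with size factors, 27 with the pseudocount, 18 with the tag ratio, 52 without the named cells and 0 with the mitochondrial limit. With genes of 5 CPM, 1 of the 6 lists of leading genes changed by more than the limit set for it, with 3 of 5 genes shared.

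Depth limits several statements. A count of 0 among the 32 macrophage-like cells of day 3 allows a share of up to 9.38%, so the background of a share on that day is known only to this limit. Scrublet gave no usable calls on day 7, where it called 3 of 5940 cells.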

Other observations

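Of the tests in this part, those on free RNA in control cells and on tag assignment of macrophage-like cells, and the count of cells with an Etv2 UMI, were chosen only after the results were seen. So was the use of clusters for the mural list.

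Of 865 control cells on day 7, 8 held UMIs of both Cdh5 and Pecam1 (0.925%). Free RNA was argued against as their source, since independent genes at the observed shares would give 0.0584% of cells with both. Etv2 cells with the tag of the control were argued against as the source of all 8 cells, since these held 0 Etv2 UMIs against 41.7 CPM (36.1 to 47.9) in Etv2 cells with both genes. Counted as cells before thinning, 0 of 8 held an Etv2 UMI, with an upper Clopper-Pearson limit of 36.9%. Of the Etv2 cells with both genes, 87 of 145 (60.0%, 51.5 to 68.04) did. The control cells were nevertheless deeper, with a median of 50306.5 against 25681 UMIs. Thinned to 10000 UMIs the counts were 0 of 8 and 52 of 145 (35.9%), which alone would not separate them, and some of the 8 cells may still have been Etv2 cells. Before thinning, the 8 cells held 70.1% of the Cdh5 UMIs and 76.0% of the Pecam1 UMIs of the control pool. Endothelial cells carried over from the heart are one candidate explanation and Sox17-Erg cells with the wrong tag are another, and neither was tested.

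The mural list in Sox17-Erg relative to control cells on day 7 had a median of 1.41. Without macrophage-like and mesothelial-like cells it was 1.26, which argues against these cells in the control pool as the cause. An unnamed cluster with 801 of the 2046 Sox17-Erg cells of day 7 had Notch3 and Cspg4 of this list among its leading genes. Relative to all other cells, its median log2 ratio was 0.77 for the mural and -3.60 for the endothelial markers. In the cluster with 844 such cells these were 0.30 and -1.81. Contractile genes of activated fibroblasts are also members of this list, and an effect of the factors remains open as an untested explanation.

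The macrophage-like share on day 7 was lower in Sox17-Erg cells (2.20%) than in control cells (7.77%). With a separate mixture for each tag it was 1.44% (0.936 to 2.12) in Sox17-Erg and 4.19% (2.89 to 5.87) in control cells, so this choice of tag assignment was argued against as the cause of the difference, although it lowered both shares. Different numbers of macrophages carried over into the cultures and growth of the other cells remain open.

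In Sox17-Erg cells, in the second random thinning, Gja5 was found in 50.3% (46.4 to 54.2) of the cells with an Erg UMI and in 26.1% (23.8 to 28.5) of those without on day 3, and in 18.3% (12.1 to 26.02) and 5.20% (4.24 to 6.30) on day 7. No explanation was tested for this difference.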
